A study of Mus musculus with 42 samples. Its data were reported in "Rescue of deficits by Brwd1 copy number restoration in the Ts65Dn mouse model of Down syndrome" (2022).

How the data were processed

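Libraries of 3 kinds from mice of 3 genotypes were used, 42 samples in all. RNA-seq had been made from neuronal cultures of embryonic day 16 forebrain, with 3 libraries per genotype, and the labels describe these cultures as pooled male and female. Chromatin immunoprecipitation followed by sequencing (ChIP-seq) with an antibody that recognises SMARCA2 and SMARCA4, the ATPase subunits of the BAF chromatin remodelling complex, had been made from hippocampus of male mice aged 6 to 8 weeks, with 4 immunoprecipitated and 4 input libraries per genotype and tissue of several animals in each library. ATAC-seq, which marks open chromatin, had been made from sorted neuronal (NeuN-positive) hippocampal nuclei of male mice, with 3 libraries per genotype. The genotypes were euploid, Ts65Dn (a mouse with an extra copy of the distal end of chromosome 16 and the proximal end of chromosome 17) and Ts65Dn;Brwd1+/-, a Ts65Dn mouse that should carry 1 disrupted copy of Brwd1. Groups were taken from the labels alone.

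The authors aligned RNA reads to mm10 with HISAT2 and deposited 1 file of read counts per gene and library, which had not been normalised. The paper names featureCounts for the counting, whereas the last 5 lines of each deposited file are the summary lines that htseq-count writes. Whether the counting used the strand of the read is not stated. Each file held 52636 gene lines, and the gene identifiers of 99.6% of them had a symbol in the annotation (GENCODE, mm10), which held 52489 of the identifiers (99.7%). The 5 lines that name no gene took between 37.4 and 40.0% of all counts in the 9 libraries and were left out of library sizes and tests. Total counts in gene lines lay between 17270070 and 25892802 per library. The authors deposited 1 peak list per genotype and assay, called with MACS against input for ChIP-seq and with a shift and extension of reads for ATAC-seq, after removal of duplicates, and annotated with the region tool of diffReps. Replicates had been pooled or merged for these lists, in a way that is not stated, so no replicate error could be had. Each deposited peak came with a fold enrichment (a linear ratio over local background) and a q-value, both relative to the authors' own list. The stated filter of the authors does not describe the ChIP-seq lists, in which q-values reached 0.153, 1 and 1 and the share of peaks with a q-value under 0.05 was 87.8, 31.8 and 58.2% in the euploid, Ts65Dn and Ts65Dn;Brwd1+/- lists. Depth per ChIP-seq or ATAC-seq library is unknown from these lists. Of 27973 transcripts named in the peak lists, 95.7% had the same position in the annotation, so both used one genome build.

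Genes were kept by filterByExpr of edgeR, which left 17173 genes, and libraries were scaled by TMM. The 9 culture libraries were fitted together with genotype as the only factor, and each contrast was tested with the quasi-likelihood F-test of edgeR with Benjamini-Hochberg adjustment and a threshold of 0.05. Counts relative to library size (CPM) were scaled by the same factors, except for the sums of sex-linked genes, and log2 CPM values used a prior count of 2. A gene was called reversed when both Ts65Dn against euploid and Ts65Dn;Brwd1+/- against Ts65Dn passed the threshold in opposite directions. Because both contrasts use the Ts65Dn libraries, 20 simulations gave the 2 trisomic genotypes the same means, and 20 more moved the departure of the Ts65Dn;Brwd1+/- libraries to random genes of similar abundance. As a measure without a shared library, each Ts65Dn library was held out in turn and the slope of its difference to Ts65Dn;Brwd1+/- on the difference of the other Ts65Dn libraries to euploid was taken. The triplicated segment was defined as chromosome 16 from Mrpl39 to the distal end and chromosome 17 from the centromere to Pde10a. It was tested with camera of limma at a preset correlation of 0.01 between genes, with camera at an estimated correlation, with fry, and with a two-sided exact permutation test of the segment mean per library.

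Lists of 12 marker genes each were written for astrocytes, oligodendrocyte lineage, microglia, radial glia, the cell cycle, glutamatergic neurons, GABAergic interneurons, striatal neurons, diencephalon and midbrain, hypothalamus, dopaminergic neurons, endothelium and pericytes, choroid plexus, meninges and fibroblasts, immediate early genes, hypoxia and glycolysis, cholesterol synthesis, and ER stress, with 22 BAF subunits and 8 blood genes besides. The blood list had fewer than 3 tested genes and was not tested, so 19 of 20 lists were. They were tested with camera over 3 contrasts, with Benjamini-Hochberg adjustment over the 57 tests. Peaks were called shared when they overlapped by at least 1 bp, and shares came with Wilson 95% confidence intervals. These intervals cover counting error only. Peak lists were compared with two-sided Fisher's exact tests, which compare lists and not animals. The overlap of genes with changed peaks was also set against 1000 random gene lists matched on gene length. Promoter peaks were those of the 3 promoter classes of the authors' annotation.

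The tests, their alternatives, the marker lists and the rule for named genes were fixed before the data were examined. Named in every case were Brwd1, 7 further genes of the segment, 4 genes of the BAF complex, 4 activity-regulated genes and 2 sex-linked genes. In addition, for Ts65Dn against euploid and for Ts65Dn;Brwd1+/- against Ts65Dn, the 3 largest rises and 3 largest falls were named among genes past the threshold, with a mean log2 CPM of at least 3 and no overlap between the libraries of the 2 genotypes, and the 3 raised and 3 lowered genes whose reversal had the smallest adjusted p. Peaks at Brwd1 and the 3 strongest promoter peaks per assay shared by all lists were named. Some of the study's own top genes in these cultures (Fzd10, Aldh1a1, Luzp2 and Ndrg1) had been read in its supplement before the lists were written, and they partly prompted the hypoxia, dopaminergic, and diencephalon and midbrain lists. These lists are therefore not independent of the libraries. Of the 34 named genes, 17 overlap another annotated gene and 5 a protein-coding one (Sod1, Ttc3, Xist, Zic4 and Sp9), so their counts are uncertain where reads were not assigned by strand. Ddx3y and Eif2s3y have close copies on the X chromosome.

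Alternatives were DESeq2, its size factors, 2 other filters on low counts, 1 or 2 factors estimated from residuals in the manner of RUVr, fits of 2 genotypes alone, protein-coding genes alone, a replicate block with and without a GC-content offset, the GC-content offset alone, a covariate for Y-linked expression, 2 other thresholds, and leaving out each library in turn. For peaks they were a fold enrichment of at least 4, a q-value under 0.001, the same number of top peaks in every list, 50% of the euploid peak covered, a distance of up to 1 kb, and merging of peaks within 1 kb. The replicate numbers were checked by correlating deviations from the genotype means between libraries of the same number. For euploid and Ts65Dn the 3 correlations were 0.129, 0.206 and 0.263, so these numbers behave as pairs, although the labels do not say what a number shares. With the libraries labelled Ts65Dn;Brwd1+/- the correlations were mixed. Those with euploid and Ts65Dn were 0.096 and 0.279 for replicate 1 and 0.186 and 0.206 for replicate 3. For replicate 2 they were -0.162 and -0.125, so the numbers of these libraries did not pair throughout. A few definitions were settled only after values had been seen. The direction of a marker list under an alternative was judged by the sign of its median rather than by the direction of the test, which had been the first definition. The spread of the reversed share was taken as the SD over the fits that left out 1 library, the smaller background for the gene overlap used genes that had lost all euploid peaks, and the matched gene lists were compared as a ratio.

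The scripts were tested on simulated data. In simulated counts for 17173 genes with 200 changed, edgeR recovered 96.5% and made 205 calls, 12 of them false, and DESeq2 recovered 97.5% and made 228 calls, 33 of them false. All 120 planted overlaps among 500 simulated regions were found. Versions were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, pandas 2.3.3, numpy 2.4.6, scipy 1.17.1 and matplotlib 3.10.9.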

Results

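The data came from 3 mouse genotypes, euploid, Ts65Dn and Ts65Dn;Brwd1+/-, in which the study asked what restoring the copy number of Brwd1 does to a trisomic brain. Gene expression was measured in 9 libraries of neuronal cultures, 3 per genotype. Whether the libraries of a genotype came from separate embryos is not known. Here n counts libraries, and the p-values may not describe differences between animals. SMARCA2/4 binding was measured in adult hippocampus with 4 immunoprecipitated and 4 input libraries per genotype, and open chromatin in neuronal nuclei with 3 libraries per genotype. For both of these the values used were 1 pooled peak list per genotype. Total counts in genes were between 20663650 and 23207352 in the euploid, 21227587 and 24743368 in the Ts65Dn, and 17270070 and 25892802 in the Ts65Dn;Brwd1+/- culture libraries, in which between 24494 and 25958 genes had a count. Within a genotype, log2 CPM of paired libraries correlated across genes with r from 0.983 to 0.994, where genes are not independent replicates, and the biological coefficient of variation over all libraries was 0.120. It was 0.100 in euploid, 0.162 in Ts65Dn and 0.0846 in Ts65Dn;Brwd1+/- libraries. Differences between replicates exceeded counting error, with a mean chi-square per gene from 4.05 to 50.2, the highest between replicates 1 and 3 of Ts65Dn. The first principal component held 65.5% of the variance.

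Brwd1 (ENSMUSG00000022914, mm10 chromosome 16, 95992092 to 96082526, minus strand) was examined first, as the gene whose copy number the design changes. Its normalised expression was 89.4 CPM ± 3.66 (SD, n = 3) in euploid, 127 ± 2.13 (n = 3) in Ts65Dn and 139 ± 12.3 (n = 3) in the libraries labelled Ts65Dn;Brwd1+/-. The log2 fold change of Ts65Dn against euploid was 0.50 (SE 0.08, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 7.87e-04), and all 3 Ts65Dn libraries lay above all 3 euploid ones. The libraries labelled Ts65Dn;Brwd1+/- were not lower than Ts65Dn (log2 fold change 0.13, SE 0.08, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.186) and were higher than euploid (0.63, adjusted p = 2.97e-04). Over 20 alternatives other than a covariate for sex, the log2 fold change against Ts65Dn stayed between 0.10 and 0.20, with adjusted p from 0.0162 to 0.387. The alternative that moved it most was that covariate (-1.86, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 1), which nearly coincides with genotype. Counts over the whole gene may include a transcript of the disrupted copy, so they neither bear out nor refute the label. The paper reported by quantitative PCR, with separate primers for the rescue, that the cross restored Brwd1 in embryonic forebrain. In these libraries, every direction drawn from those labelled Ts65Dn;Brwd1+/- rests on the label alone.

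The sex-linked transcripts went against a label, which describes these cultures as pooled male and female. The non-coding RNA Xist, made from the inactive X chromosome of females, was at 0.773 CPM ± 0.307 (SD, n = 3) in euploid, 0.911 ± 0.170 (n = 3) in Ts65Dn and 1822 ± 321 (n = 3) in the libraries labelled Ts65Dn;Brwd1+/-. The sum of 4 Y-linked genes was 210 CPM ± 17.2, 208 ± 9.51 and 0.101 ± 0.0493 (SD, n = 3 each) in the same order. All 6 euploid and Ts65Dn libraries thus had male and all 3 libraries labelled Ts65Dn;Brwd1+/- female patterns, and 99.95% of the variance of log2 Y-linked expression lay between genotypes. Sex and the comparison with the libraries labelled Ts65Dn;Brwd1+/- cannot be told apart. A fit with Y-linked expression as a covariate raised the median SE of that contrast from 0.127 to 5.14 log2 units, by 40.5 times.

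**Figure D1:**
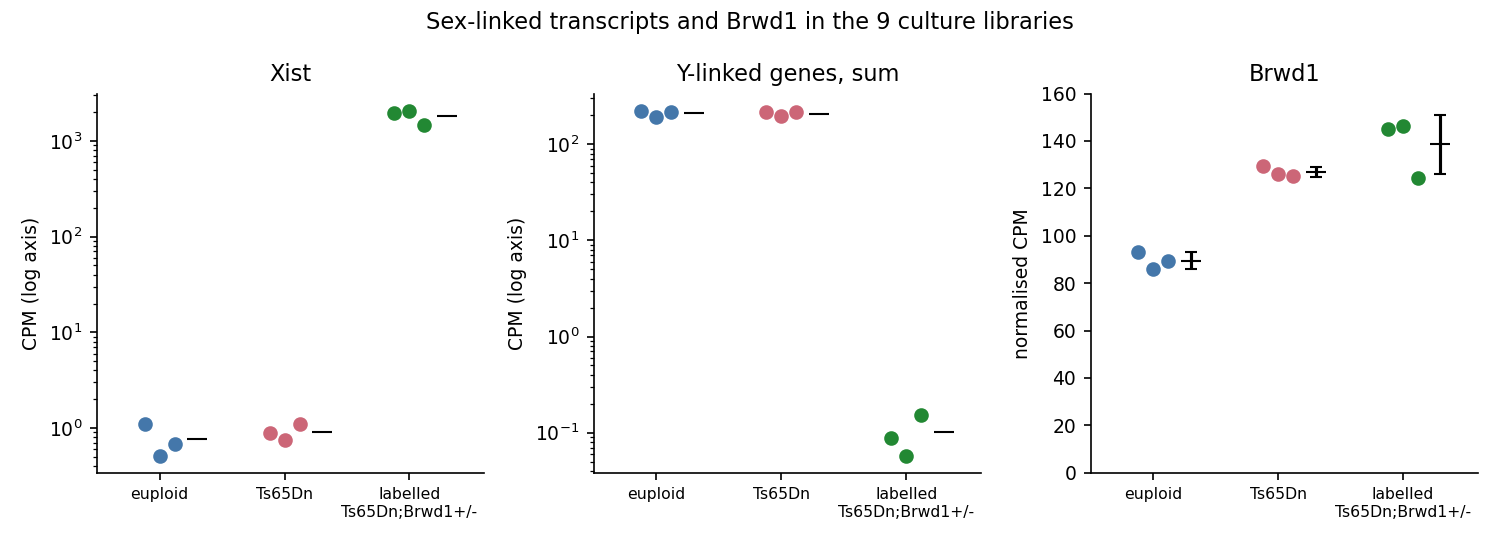
Expression per culture library in 3 panels, Xist and the sum of 4 Y-linked genes in CPM on log axes and Brwd1 in normalised CPM on a linear axis, with 1 point per library, horizontal ticks at genotype means and, for Brwd1, the SD. The libraries labelled Ts65Dn;Brwd1+/- stand apart in both sex-linked measures, and their Brwd1 mean of 139 CPM lies above the Ts65Dn mean of 127 CPM.

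Expression of the triplicated segment checked the trisomy itself. The segment spans chromosome 16 from 84717576 to 98082450 and chromosome 17 from 3042024 to 8986648, and 134 of its genes were tested. Their median log2 fold change in Ts65Dn against euploid was 0.63, beside 0.04 for all other genes (camera p = 1.69e-13, with an estimated correlation 8.97e-05, fry 5.95e-09). The 3 Ts65Dn libraries lay above the 3 euploid libraries in the segment mean (two-sided exact permutation p = 0.1, the smallest that 3 against 3 allows). The median stayed between 0.54 and 0.63 over 22 alternatives, lowest with at least 10 counts required in every library. Between the libraries labelled Ts65Dn;Brwd1+/- and Ts65Dn the median was -0.01 (camera p = 0.771, with an estimated correlation 0.728), while fry, which does not compare with other genes, gave 4.46e-04. All 3 libraries labelled Ts65Dn;Brwd1+/- lay below all 3 Ts65Dn libraries in the segment mean (log2 CPM 4.01 to 4.03 against 4.17 to 4.23, exact permutation p = 0.1) and also relative to other genes (0.30 to 0.31 against 0.38 to 0.42), so the median of single genes and the mean per library differ here. Against euploid it was 0.55 (camera p = 3.41e-18, exact permutation p = 0.1). Of the 134 genes, 99 passed an adjusted p of 0.05 in Ts65Dn against euploid over all genes and 103 adjusted over the list alone, with 92 of the 99 higher and 7 lower. For the libraries labelled Ts65Dn;Brwd1+/- against Ts65Dn these counts were 75 and 74, with 34 higher and 41 lower, and against euploid they were 87 and 98.

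**Figure D2:**
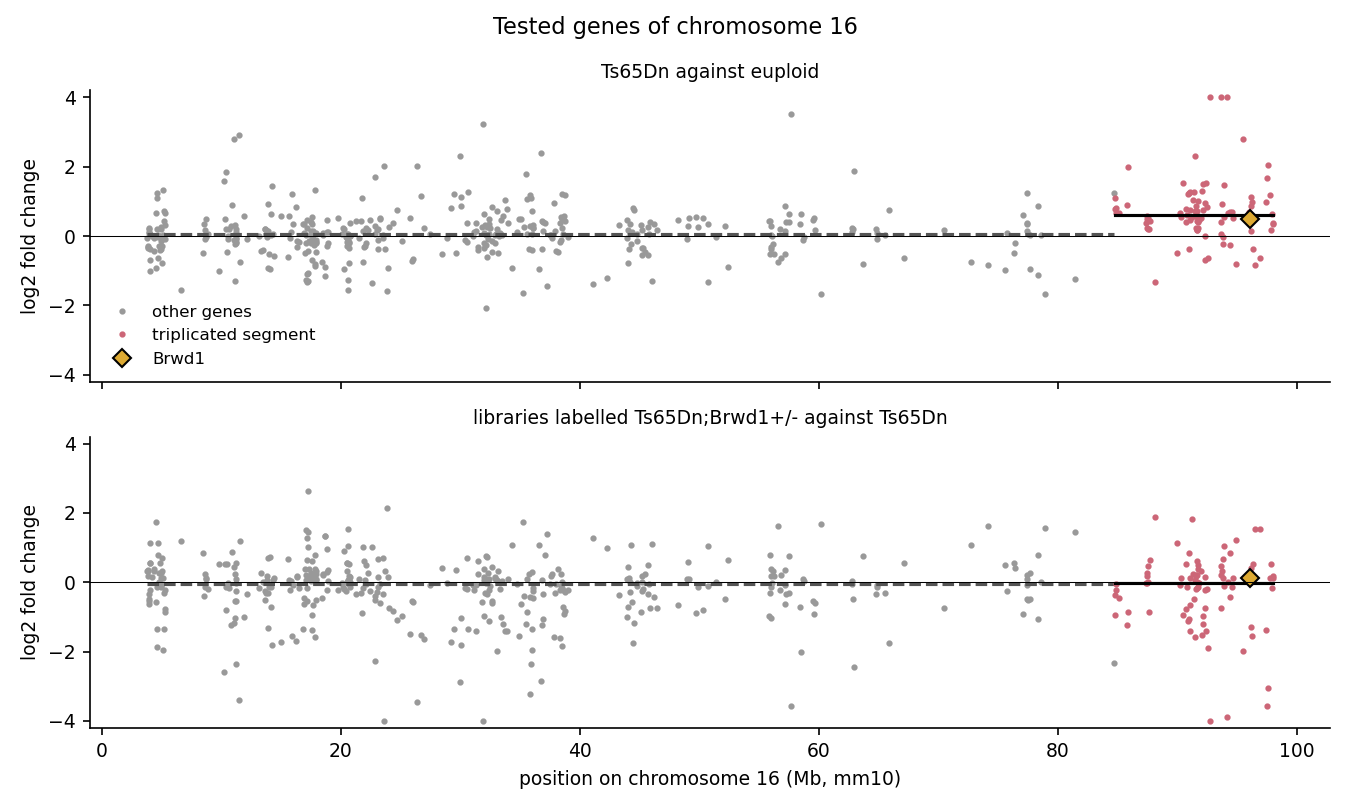
Log2 fold change of each tested gene of chromosome 16 against its position in Mb, in Ts65Dn against euploid (upper panel) and in the libraries labelled Ts65Dn;Brwd1+/- against Ts65Dn (lower panel), with values beyond 4 in either direction drawn at the edge and lines at the medians of segment genes (solid) and other genes (dashed). The segment is raised in the upper panel and not in the lower one, where Brwd1 (diamond) is at 0.13.

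Across the 3 genotypes, the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment called 10950 of 17173 genes (63.8%), 9775 of them protein-coding. The alternative that moved this count most was the covariate for sex, with 5939 genes. Ts65Dn against euploid, the comparison that asks what the trisomy changes, gave 8017 genes, 4390 higher and 3627 lower, of which 7264 were protein-coding and 4565 had a fold change over 1.5. The libraries labelled Ts65Dn;Brwd1+/- against Ts65Dn gave 9980 genes, 4747 higher and 5233 lower, and against euploid 5008 genes, 2400 higher and 2608 lower. The 3 libraries of each genotype did not overlap in 56.8, 68.4 and 45.9% of tested genes in these contrasts, where chance gives 10%.

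The rule for named genes gave the largest changes of Ts65Dn against euploid. Otx2 (ENSMUSG00000021848, chromosome 14, 48657677 to 48673819) rose from 3.69 CPM ± 0.462 to 63.0 ± 6.04 (SD, n = 3 each), a log2 fold change of 4.09 (SE 0.17, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 3.92e-07). Mmp2 rose by 3.96 and Zic4 by 3.84 log2 units (edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 8.37e-07 and 7.50e-07). Snhg11 (ENSMUSG00000044349, chromosome 2, 158375638 to 158386145) fell from 260 CPM ± 3.06 to 42.8 ± 18.5 (SD, n = 3 each), a log2 fold change of -2.601 (SE 0.27, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 7.15e-05), and that of Hapln1 was -2.53 (adjusted p = 5.08e-04). Ttr had the largest fall under that rule (-4.31, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00365), but 1 library decided its size. Euploid replicate 2 had 641 CPM of Ttr, the mean of the other euploid libraries was 68.2 CPM, and without that replicate the log2 fold change was -2.38 (adjusted p over alternatives from 1.89e-08 to 0.0138).

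In the libraries labelled Ts65Dn;Brwd1+/- against Ts65Dn, the largest rise was that of Xist (log2 fold change 10.89, SE 0.26, edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 8.75e-09), followed by Dlx2 and Sp9. Dlx2 (ENSMUSG00000023391, chromosome 2, 71543408 to 71546754) rose from 6.77 CPM ± 1.76 to 105.04 ± 14.2 (SD, n = 3 each), a log2 fold change of 3.95 (adjusted p = 2.01e-07). That of Sp9 was 3.75 (adjusted p = 6.40e-08). Both genes also lay above euploid, where Dlx2 was at 13.2 and Sp9 at 14.8 CPM. Their log2 fold changes against euploid were 2.99 and 2.35 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 3.32e-06 and 1.90e-06). The Y-linked Eif2s3y, with a highest count of 0 in the libraries labelled Ts65Dn;Brwd1+/-, was at least 485-fold lower, and Ddx3y at least 347-fold lower, both computed against a floor of 3 counts. Postn (ENSMUSG00000027750, chromosome 3, 54361109 to 54391037) fell from 84.4 CPM ± 15.0 to 2.98 ± 0.692 (SD, n = 3 each), a log2 fold change of -4.81 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 1.25e-07), and that of Mmp2 was -4.78 (adjusted p = 2.09e-07).

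Of the 18 genes named in every case, 11 passed the threshold in Ts65Dn against euploid, 11 in the libraries labelled Ts65Dn;Brwd1+/- against Ts65Dn and 13 in the latter against euploid, with the same counts when adjusted over the list alone. Among segment genes, Dyrk1a, like Brwd1 on chromosome 16, rose in Ts65Dn by 0.52 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 1.14e-04), App by 0.67 (0.00115), Sod1 by 0.66 (1.56e-04), Hmgn1 by 1.13 (5.64e-06), Olig1 by 1.04 (2.46e-04) and Olig2 by 0.54 log2 units (0.00241), while the log2 fold change of Ttc3 was -0.26 (0.200). In the libraries labelled Ts65Dn;Brwd1+/- against Ts65Dn, App fell by 0.45 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00597), Ttc3 rose by 0.85 (0.00129) and Olig2 rose by 1.81 (9.84e-07). Dyrk1a was at 0.13 (0.0847), Sod1 at -0.09 (0.333), Hmgn1 at 0.00 (0.981) and Olig1 at 0.24 (0.132). The sign for Hmgn1 changed without Ts65Dn replicate 1 (-0.02), Ts65Dn replicate 2 (-0.05) or replicate 3 of the libraries labelled Ts65Dn;Brwd1+/- (-0.01).

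For the BAF complex, Smarca2 was at -0.03 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.722) and Smarca4 at -0.16 (0.153) in Ts65Dn against euploid, and at 0.04 (0.675) and 0.58 (2.83e-04) in the libraries labelled Ts65Dn;Brwd1+/- against Ts65Dn. The neuronal subunits Actl6b and Ss18l1 fell in Ts65Dn by 1.45 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 0.00274) and by 0.66 log2 units (2.18e-04). They rose in the libraries labelled Ts65Dn;Brwd1+/- against Ts65Dn by 1.69 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 6.68e-04) and by 1.10 (3.89e-06). Among activity-regulated genes, Fos rose by 1.15 in Ts65Dn (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 1.27e-05) and Egr1 by 1.75 (2.13e-05), while Npas4 was at -0.56 (0.0738) and Bdnf at -0.22 (0.273). The log2 fold changes in the libraries labelled Ts65Dn;Brwd1+/- against Ts65Dn were -1.35 for Fos (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 2.18e-06), -0.63 for Egr1 (0.00360), 0.34 for Npas4 (0.244) and -0.96 for Bdnf (6.50e-04).

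The comparison of the 2 contrasts asked whether expression in the libraries labelled Ts65Dn;Brwd1+/- returned towards euploid. Of the 8017 genes that differed between Ts65Dn and euploid, 6261 (78.1%) were reversed and 272 (3.39%) changed further in the same direction. Simulated libraries with no difference between the trisomic genotypes, which share the Ts65Dn libraries in the same way, gave a mean reversed share of 0.00197% and at most 0.0132%. These simulations called at most 2 genes between the trisomic genotypes, so they cover noise between libraries only. A shift common to all Ts65Dn libraries was not simulated and would look like a reversal. A departure of the same size placed on random genes gave a mean of 29.9% and at most 31.0%. The reversed share lay between 69.95 and 82.0% when 1 library was left out, lowest without replicate 1 of the libraries labelled Ts65Dn;Brwd1+/- and highest without euploid replicate 1. The alternative that moved it most was the covariate for sex, with a share of 0%, since no gene passed the threshold between the trisomic genotypes and 409 did at an unadjusted p under 0.05. Of the 6261 reversed genes, 3371 had been raised in Ts65Dn, 4486 (71.6%) no longer differed from euploid, 1580 (25.2%) had gone past euploid and 195 (3.11%) still differed in the Ts65Dn direction. With each Ts65Dn library held out in turn, the slope was -0.757, -0.882 and -1.318 (mean -0.986, SD 0.294, n = 3), where -1 is a complete return to euploid, beside a mean of -0.033 in the simulations with the departure on random genes.

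Genes of the segment were reversed less often. Among genes raised in Ts65Dn, 39 of 92 segment genes (42.4%) and 3332 of 4298 other genes (77.5%) were reversed (odds ratio 0.213, 95% confidence interval 0.137 to 0.331, two-sided Fisher's exact p = 7.72e-13). The 3 raised genes with the firmest reversal were Fzd10 (log2 fold change 5.02 in Ts65Dn against euploid and -5.37 in the libraries labelled Ts65Dn;Brwd1+/- against Ts65Dn), Irx2 (7.48 and -6.95) and Aldh1a1 (2.64 and -3.44). The 3 lowered ones were Calb2 (-2.33 and 2.52), AW551984 (-1.67 and 2.196) and Insm1 (-1.80 and 3.05). Insm1 went past euploid by 1.25 and AW551984 by 0.52. Of the raised genes, Aldh1a1 went past euploid, with a log2 fold change of -0.80 against it. For Calb2 (ENSMUSG00000003657, chromosome 8, 110137502 to 110168210), expression was 54.6 CPM ± 2.88, 10.9 ± 2.89 and 62.6 ± 2.25 (SD, n = 3 each) in euploid, Ts65Dn and the libraries labelled Ts65Dn;Brwd1+/-.

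**Figure D3:**
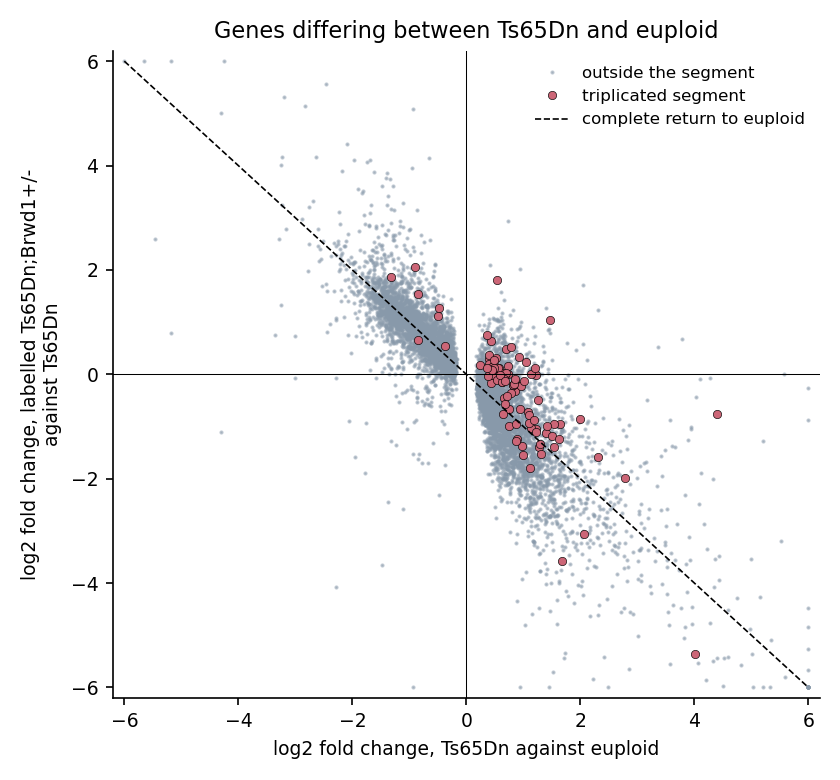
Log2 fold change of the libraries labelled Ts65Dn;Brwd1+/- against Ts65Dn on the log2 fold change of Ts65Dn against euploid for the 8017 genes that differed in the latter, with segment genes in red, a dashed line for complete return to euploid, and values beyond 6 drawn at the edge. Both axes share the Ts65Dn libraries, whose noise gave a reversed share of at most 0.0132% in simulations, beside 78.1% observed. A shift common to all Ts65Dn libraries was not simulated.

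Of 57 tests of marker lists with camera, 23 passed an adjusted p of 0.05. All 23 also passed with fry in the same direction, and 0 passed with an estimated correlation between genes, where 10 had an unadjusted p under 0.05. In Ts65Dn against euploid, the median log2 fold change was 0.57 for the cell cycle list (camera, Benjamini-Hochberg adjusted p = 3.28e-05, 12 of 12 genes called in that direction), -1.14 for glutamatergic neurons (8.85e-05, 8 of 12), -1.60 for GABAergic interneurons (2.73e-06, 11 of 12), -0.69 for cholesterol synthesis (0.00224, 8 of 12) and -0.38 for striatal neurons (0.0416, 3 of 12). The call for striatal neurons was lost without Ts65Dn replicate 3 (-0.21, adjusted p = 0.116), Ts65Dn replicate 2 (-0.41, adjusted p = 0.0518) or euploid replicate 3 (-0.43, adjusted p = 0.0832), with adjusted p from 0.00421 to 0.456 over all alternatives. In the libraries labelled Ts65Dn;Brwd1+/- against Ts65Dn, the medians were 1.17 for glutamatergic neurons (camera, Benjamini-Hochberg adjusted p = 2.75e-04), 2.17 for GABAergic interneurons (2.77e-06), 1.32 for striatal neurons (5.10e-06), 1.13 for the oligodendrocyte lineage (0.00731), 0.56 for the cell cycle (2.62e-04) and 0.48 for BAF subunits (2.75e-04). They were -0.61 for hypoxia and glycolysis (camera, Benjamini-Hochberg adjusted p = 0.00199), -1.50 for choroid plexus (0.0333) and -3.10 for microglia (0.0234), the latter -1.97 with 5 genes at or under the floor set to their bound.

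Against euploid, the libraries labelled Ts65Dn;Brwd1+/- had 9 lists past the threshold (camera, Benjamini-Hochberg adjustment). The medians were 1.14 for the cell cycle, 1.82 for the oligodendrocyte lineage, 0.54 for GABAergic interneurons, 0.92 for striatal neurons and 0.41 for BAF subunits, and -3.64 for microglia (-2.53 with bounds), -1.45 for choroid plexus, -1.03 for meninges and fibroblasts and -0.41 for hypoxia and glycolysis. The lists that passed in neither of the other contrasts had, in Ts65Dn against euploid, medians of 0.36 for astrocytes (camera, Benjamini-Hochberg adjusted p = 0.306), 0.05 for radial glia (0.918), 1.05 for diencephalon and midbrain (0.316), 0.14 for hypothalamus (0.994), 2.30 for dopaminergic neurons (0.129, median 1.52 with bounds), 0.24 for endothelium and pericytes (0.394), -0.36 for meninges and fibroblasts (0.507), 0.48 for immediate early genes (0.109) and 0.04 for ER stress (0.997). Their medians in the libraries labelled Ts65Dn;Brwd1+/- against Ts65Dn were -0.34 (camera, Benjamini-Hochberg adjusted p = 0.390), -0.12 (0.795), -1.99 (0.155), 0.70 (0.394), -0.33 (0.236), -0.97 (0.104), -1.28 (0.636), -0.59 (0.111) and 0.05 (0.967) in the same order. Expression of at least 10 CPM in euploid cultures was seen for 10 of the astrocyte, 5 of the oligodendrocyte, 1 of the microglia, 10 of the radial glia, 10 of the glutamatergic, 9 of the GABAergic, 4 of the striatal, 4 of the choroid plexus, 2 of the diencephalon and midbrain, 1 of the hypothalamus, 2 of the dopaminergic, 2 of the endothelial, 5 of the meninges, 9 of the cell cycle, 7 of the immediate early, 9 of the hypoxia, 11 of the cholesterol, 9 of the ER stress and 21 of the BAF genes. The oligodendrocyte, diencephalon, choroid plexus and meninges lists each held 1 gene of another list.

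The SMARCA2/4 lists addressed whether BAF binding differs between genotypes. The euploid list held 22667 peaks, the Ts65Dn list 1290 (5.69% of that number) and the list labelled Ts65Dn;Brwd1+/- 1873 (8.26%). The median fold enrichment was 3.74, 3.70 and 3.78, the median width 92, 61 and 67 bp, and the covered length 2.66, 0.0935 and 0.167 Mb. Of the euploid peaks, 601 (2.65%, Wilson 95% confidence interval 2.45 to 2.87) were shared with Ts65Dn and 862 (3.80%) with the list labelled Ts65Dn;Brwd1+/-, and 242 were in all 3 lists. Of the 22066 euploid peaks absent in Ts65Dn, 620 (2.81%, Wilson 95% confidence interval 2.5998 to 3.04) were present in the list labelled Ts65Dn;Brwd1+/-. The alternative that moved these shares most was the same number of top peaks in every list, with 14.9 and 9.29%. Of the Ts65Dn peaks, 617 (47.8%) were shared with euploid, and of the 673 that were not, 90.3% were absent in the list labelled Ts65Dn;Brwd1+/-.

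Promoters held 60.0% of the euploid peaks (Wilson 95% confidence interval 59.4 to 60.7), 47.2% of the Ts65Dn peaks (44.5 to 49.9) and 46.9% of the peaks labelled Ts65Dn;Brwd1+/- (44.7 to 49.2), and intergenic regions held 12.8, 22.2 and 29.2%. At a fold enrichment of at least 4 the promoter shares were 64.5% in euploid and 39.1% in Ts65Dn. With peaks within 1 kb merged they were 54.3 and 46.5%, so the size of the gap depended on the setting. Of the euploid peaks without a Ts65Dn peak 60.3% were at promoters, and of the Ts65Dn peaks without a euploid peak 43.7%. At Brwd1, a peak at chromosome 16, 96059477 to 96059646, annotated as a promoter, had a fold enrichment of 20.4 in euploid, the highest of the shared promoter peaks. Overlapping peaks had 12.5 in Ts65Dn and 9.21 in the list labelled Ts65Dn;Brwd1+/-. This peak lay inside the gene, 1503 bp from an annotated transcript start, and not at the gene's start (96082526, minus strand). A second euploid peak close to that start, at 96082098 to 96082226 (fold enrichment 3.97), had no counterpart in the other lists. The next shared promoter peaks were at Olfr401 (chromosome 11, 74116164 to 74116226, fold enrichment 9.04) and Ss18l1 (chromosome 2, 180042780 to 180042906, fold enrichment 8.45).

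The ATAC-seq lists addressed whether neuronal chromatin is open at different sites. They held 15521 euploid peaks, 29195 Ts65Dn peaks (188% of that number) and 30244 peaks labelled Ts65Dn;Brwd1+/- (195%). Ts65Dn peaks overlapped 15012 euploid peaks (96.7%, Wilson 95% confidence interval 96.4 to 97.0). Of the Ts65Dn peaks, 14622 (50.1%) were absent in euploid, and 5215 of these (35.7%, Wilson 95% confidence interval 34.9 to 36.4) were also absent in the list labelled Ts65Dn;Brwd1+/-. The alternative that moved this share most was a fold enrichment of at least 4, with 66.1%. Promoters held 67.8% of the euploid, 51.3% of the Ts65Dn and 48.8% of the peaks labelled Ts65Dn;Brwd1+/-. With the same number of top peaks in every list these shares were 67.8, 65.5 and 63.4%, and at a fold enrichment of at least 4 they were 78.5, 59.4 and 67.3%, so the size of the gap depended on the setting. The strongest shared promoter peaks were at Rbm25 (chromosome 12, 83631977 to 83632579, fold enrichment 10.6), Hmgb2 (chromosome 8, 57511469 to 57511958, 10.4) and Inpp5f (chromosome 7, 128610924 to 128611646, 10.1). At Brwd1, all 3 lists had a peak overlapping the start of the gene, with fold enrichments of 3.30 in euploid, 4.21 in Ts65Dn and 3.88 in the list labelled Ts65Dn;Brwd1+/-.

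**Figure D4:**
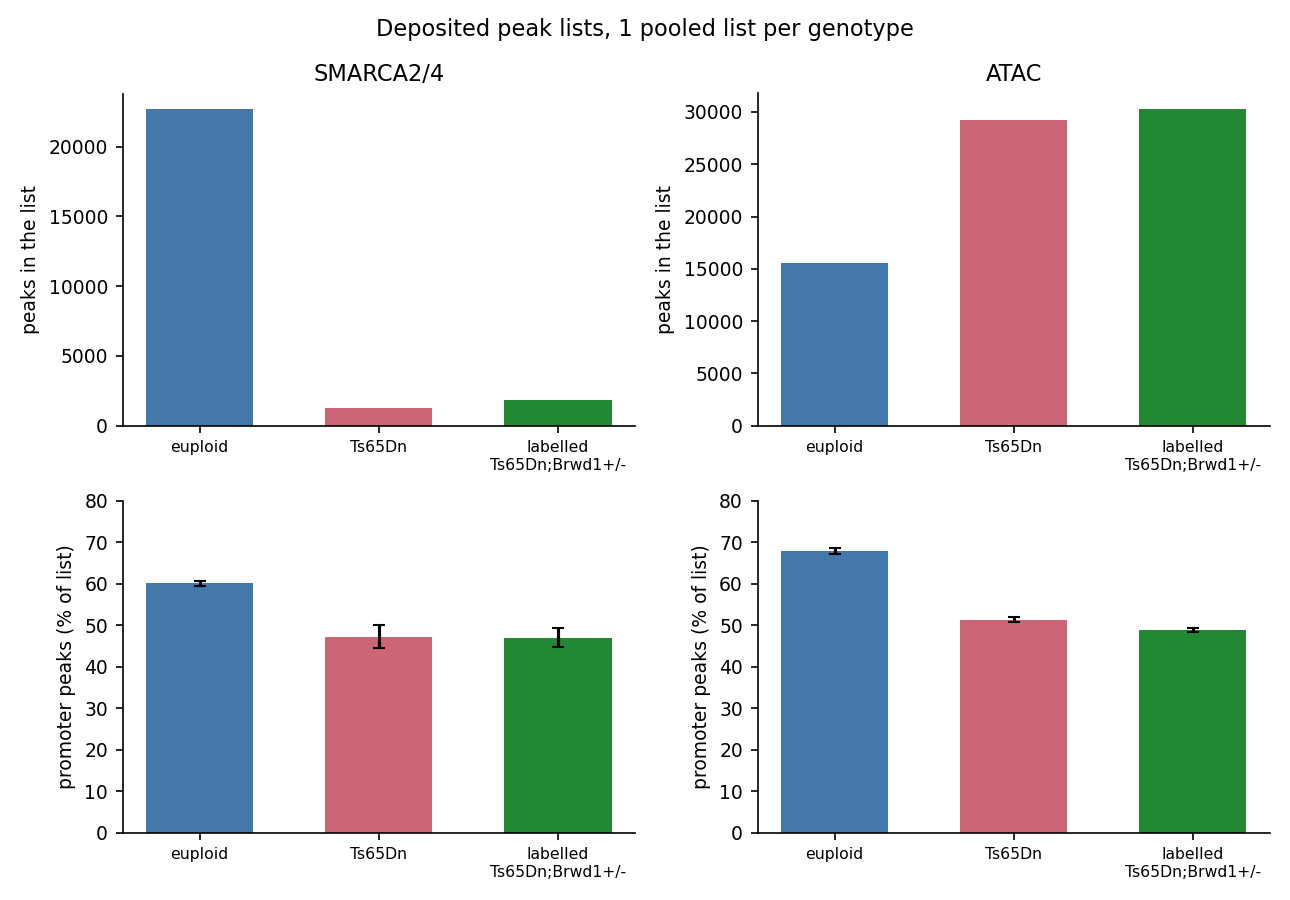
Number of peaks (upper panels, linear axis from 0) and percent of peaks at promoters (lower panels, bars with Wilson 95% confidence intervals) in the deposited lists of SMARCA2/4 ChIP-seq (left) and ATAC-seq (right), with 1 pooled list per genotype and no replicate error. The SMARCA2/4 list shrinks from 22667 to 1290 peaks in Ts65Dn while the ATAC-seq list grows from 15521 to 29195, and the ATAC-seq promoter share in Ts65Dn, drawn at 51.3%, is 65.5% with equal numbers of top peaks and 59.4% at a fold enrichment of at least 4.

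Peaks in the triplicated segment made up 1.11% of autosomal SMARCA2/4 peaks in euploid and 2.098% in Ts65Dn (odds ratio 1.91, 95% confidence interval 1.30 to 2.92, two-sided Fisher's exact p = 0.00370), and in the list labelled Ts65Dn;Brwd1+/- the odds ratio against euploid was 2.86 (Fisher's exact p = 1.87e-09). For ATAC-seq the odds ratios against euploid were 1.33 in Ts65Dn (Fisher's exact p = 0.00241) and 1.56 in the list labelled Ts65Dn;Brwd1+/- (Fisher's exact p = 9.79e-07). Among 12731 protein-coding genes with a peak in any list, 6478 had changed SMARCA2/4 peaks and 5504 changed ATAC-seq peaks in Ts65Dn, and 3156 had both (odds ratio 1.58, 95% confidence interval 1.47 to 1.70, two-sided Fisher's exact p = 4.68e-37). Random gene lists matched on length gave a mean odds ratio of 1.24 (1.15 to 1.32 over 1000 lists), 1.28 times below the observed one. Among the 1426 genes with a euploid SMARCA2/4 peak and without a euploid ATAC-seq peak, 1369 had lost all of their euploid SMARCA2/4 peaks, and the odds ratio of that loss with a gained ATAC-seq peak, a narrower definition than the one above, was 0.569 (95% confidence interval 0.318 to 1.07, Fisher's exact p = 0.0899).

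**Figure D5:**
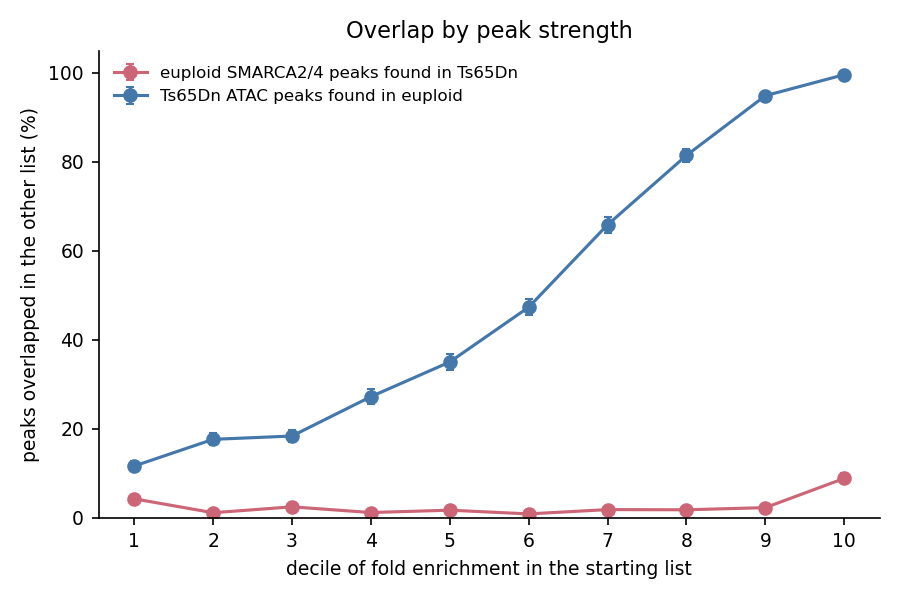
Percent of peaks that overlap a peak of the other list, by decile of fold enrichment in the starting list, for euploid SMARCA2/4 peaks found in Ts65Dn and Ts65Dn ATAC-seq peaks found in euploid, with Wilson 95% confidence intervals. The ATAC-seq share rises from 11.6 to 99.6% over the deciles, while the SMARCA2/4 share is 4.28% in the lowest, between 0.883 and 2.47% in the middle deciles and 8.87% in the highest.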

Values the study reported

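In the neuronal cultures, the study reported 9588 protein-coding genes that differed across the 3 genotypes, and a reversal of about 60.3% of the protein-coding genes that differed between Ts65Dn and euploid. For SMARCA2/4 in hippocampus, the study reported that about 60.5% (2156 of 3563) of the protein-coding gene sites bound in euploid animals were altered in Ts65Dn, and that 27.6% (595 of 2,156) of those were rescued. It placed 64.1% of the lost binding events at promoters. For ATAC-seq, the study reported rescue at 65.1% (5,743 of 8,827) of the protein-coding loci whose accessibility differed.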

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

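Of the tests in this part, the one on a short list was chosen only after the result was seen.

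In the SMARCA2/4 list labelled Ts65Dn;Brwd1+/-, 149 peaks (7.96%, Wilson 95% confidence interval 6.81 to 9.27) lay on 1 unplaced scaffold, JH584304.1. No comparison of the report concerns this scaffold, and this signal drew attention for that reason. Its peaks do count towards the list sizes, the shares by region and the overlaps, and only the comparison of the segment is limited to autosomes. The euploid list had 27 peaks there (0.119%) and the Ts65Dn list 17 (1.32%). All scaffolds and patches together held 195 peaks in the list labelled Ts65Dn;Brwd1+/-, 37 in the euploid and 28 in the Ts65Dn list. In the same order, GL456392.1 had 12, 2 and 4 peaks and GL456396.1 had 7, 1 and 1. The excess was therefore largest on JH584304.1 but not limited to it. The lists are pooled, so how many animals carried the signal is unknown, and the 3 lists were not tested against each other at JH584304.1. More copies of the scaffold sequence in the animals labelled Ts65Dn;Brwd1+/- would raise open chromatin peaks there too, whereas the ATAC-seq list of that genotype had 0.0364% of its peaks on the scaffold, beside 0.135% in euploid. A short list, in which background regions weigh more, would raise the percentage and not the number, and the number of 149 peaks exceeded the 27 of the far longer euploid list. A difference between the immunoprecipitation batches of the pooled libraries, sequence repeated elsewhere in the genome, and a difference between the genotypes remain open and were not tested. The peaks may therefore have a technical source, and no biological explanation was tested.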

How the results depend on the processing

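Among 22 results that answer a comparison, 279 alternatives gave 228 values that counted as unchanged. For tests this meant the same direction and side of the threshold, and for shares a value within the spread. Counts and list sizes had to lie within a factor of 1.5 of the main value, a wide margin. Of the others, 5 lost the threshold, 2 gained it, 9 changed direction, counting 1 median that became 0, and 35 moved. For single genes, 1326 of 1376 alternatives left the call as it was, and for lists 784 of 870. The changes were 17 weaker, 17 stronger and 16 reversed for single genes, all 17 weaker ones with the covariate for sex, and 28 weaker, 35 stronger and 23 reversed for lists. The cause was not tested for any changed result below unless it is named.

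With a fold change over 1.5 required as well, which can only lower a count, 7216 genes differed across genotypes, 4565 in Ts65Dn against euploid, 6286 in the libraries labelled Ts65Dn;Brwd1+/- against Ts65Dn and 2710 in the latter against euploid. With 2 RUVr factors the last count was 7514. DESeq2 kept 93.9, 95.9 and 95.3% of the calls in the 3 contrasts. With the replicate block, a form of pairing, the counts were 11200 across genotypes, 8349, 10268 and 5397, and the reversed share was 79.4%. Leaving out 1 library gave 9887 to 10784 genes across genotypes, 6667 to 7894, 8526 to 10164 and 3707 to 5761.

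The covariate for sex nearly coincides with the libraries labelled Ts65Dn;Brwd1+/-, which raised the SE 40.5 times and explains its changes. It moved the median of all genes to -0.26 in their contrast with Ts65Dn, and its values are not estimates of an effect. With it 5939 genes differed across genotypes, 0 in the libraries labelled Ts65Dn;Brwd1+/- against Ts65Dn (409 at an unadjusted p under 0.05) and 0 against euploid (415), the reversed share was 0 and 9 list tests passed. In the libraries labelled Ts65Dn;Brwd1+/- against Ts65Dn it changed the direction of Brwd1 (-1.86), the segment median (0.00956), Sod1 (0.51), Ttc3 (-0.58), Olig1 (-6.48), Smarca2 (-0.71), Smarca4 (-3.54), Actl6b (-4.18), Ss18l1 (-1.03), Fos (1.93), Npas4 (-5.99), Bdnf (0.61), Snhg11 (-1.49), Irx2 (4.04) and Insm1 (-3.26), and of the lists for astrocytes (7.13), microglia (14.09), radial glia (2.02), cell cycle (-3.21), glutamatergic neurons (-5.49), dopaminergic neurons (6.09), cholesterol (-4.70), ER stress (-0.52) and BAF (-0.81).

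In the libraries labelled Ts65Dn;Brwd1+/- against Ts65Dn, the segment median lay near 0, was 0 with no filter, and changed sign with DESeq2 (0.00394), its size factors (0.00385), at least 10 counts in every library (0.0561), protein-coding genes (0.0300), the GC-content offset (0.0497) and the offset with the block (0.0501), with camera p from 0.623 to 0.963 over 20 alternatives. Brwd1 rose past the threshold in that contrast with the GC-content offset (0.20, edgeR quasi-likelihood, Benjamini-Hochberg adjusted p = 0.0305) and with the offset and block (0.19, 0.0162), where adjusted p ran from 0.0162 to 0.387. In Ts65Dn against euploid Brwd1 stayed past the threshold in 20 alternatives, from 0.45 to 0.53.

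With an estimated correlation 0 list tests passed (10 at an unadjusted p under 0.05), and with fry 45. In Ts65Dn against euploid, without a filter the median of the hypothalamus list was -0.0784 and that of ER stress -2.45e-05. With at least 10 counts, where fewer genes of each list were tested, it was -0.96 for diencephalon and midbrain, -0.0874 for dopaminergic neurons, 0.35 for meninges and -0.00457 for ER stress, and 0.63 for diencephalon and midbrain in the libraries labelled Ts65Dn;Brwd1+/- against Ts65Dn. With protein-coding genes ER stress was at -0.00766.

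Leaving out 1 library gave a reversed share from 69.95 to 82.0%, lowest without replicate 1 of the libraries labelled Ts65Dn;Brwd1+/-. Hmgn1 went from -0.0471 to 0.0712 in that contrast, and Npas4 from 0.09 to 0.49. In Ts65Dn against euploid, Npas4 went from -0.72 to -0.31, Bdnf from -0.39 to -0.09 and Ttc3 from -0.40 to -0.09. Each of these sizes for Npas4, Bdnf and Ttc3 was smallest without Ts65Dn replicate 3, and no call changed for them. In Ts65Dn against euploid the microglia median went from -0.85 to 0.15, the latter without euploid replicate 1, and choroid plexus from -0.33 to 0.47, being above 0 without euploid replicate 2 or Ts65Dn replicate 2 (0.06). ER stress went from -0.0159 to 0.0913, below 0 without euploid replicate 3 or Ts65Dn replicate 1, and from -0.00573 to 0.112 in the libraries labelled Ts65Dn;Brwd1+/- against Ts65Dn, below 0 without Ts65Dn replicate 3. In that contrast Ttr passed the threshold without euploid replicate 2.

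For peaks, the share of euploid SMARCA2/4 peaks found in Ts65Dn and the share of absent ones present in the list labelled Ts65Dn;Brwd1+/- were 1.99 and 2.00% at a fold enrichment of at least 4, 1.39 and 1.34% at a q-value under 0.001, 14.9 and 9.29% with the same number of top peaks, 1.02 and 0.998% with 50% of the peak covered, 7.70 and 7.82% within 1 kb, and 4.15 and 4.00% with merged peaks. At the stricter q-value the Ts65Dn list was 2.39% of the euploid one. ATAC-seq sharing was 97.51% at a fold of at least 4, 82.5% with the same number, 96.2% with 50% covered and 97.3% within 1 kb, and the share of gained peaks absent in the list labelled Ts65Dn;Brwd1+/- was 66.1, 51.3, 32.8 (within 1 kb) and 34.5% (merged). The SMARCA2/4 segment odds ratio was 1.62 (Fisher's exact p = 0.282) at a fold of at least 4 and 1.74 (0.259) at the stricter q-value, that of ATAC-seq 1.14 (Fisher's exact p = 0.393) and 1.24 with the same number (0.0523), and the gene overlap 1.06 (Fisher's exact p = 0.186) at a fold of at least 4. These settings leave fewer peaks. No paired analysis was possible for peaks because the lists are pooled. Overlap definitions have no meaning for list sizes, promoter shares and the segment, nor equal numbers for list sizes, nor a fit of 2 genotypes for the test across 3, so these alternatives gave no value.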

Other observations

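The tests chosen only after the result was seen were those on pooled sexes, on the difference in sex, on library size, on brain regions and on Brwd1. For a loss at promoters alone, for weaker peaks and for a lower share of neurons the values used were also chosen afterwards.

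Sex-linked transcripts split the culture libraries by genotype. Pooling of embryos of both sexes in every library would leave Y-linked transcripts in all 9, whereas the highest Y-linked level in a library labelled Ts65Dn;Brwd1+/- was 0.0738% of the mean of the other 6. Of the 9980 genes that differed between the libraries labelled Ts65Dn;Brwd1+/- and Ts65Dn, 62.7% were also called in the same direction between euploid and Ts65Dn, which have the same sex pattern. Both contrasts use the Ts65Dn libraries, and simulations in which the departure was unrelated to the Ts65Dn difference gave 23.6 to 25.4%. A difference in sex alone is therefore an unlikely cause of all these differences, although 1580 of the genes in this overlap also went past euploid, so that it stays open for them. For the 38.0% of the calls, these genes included, that were made in the same direction against both male genotypes, a difference in sex and the genotype cannot be told apart, because sex and genotype coincide in the design. Some of these genes may reflect the sex of the embryos.

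Brwd1 was not lower in the libraries labelled Ts65Dn;Brwd1+/-. Scaling of the libraries is an unlikely reason, since the lowest log2 fold change over the scalings was 0.13. Libraries of euploid animals would show no excess of the segment, whereas its median against euploid was 0.55. Libraries without the disrupted Brwd1 copy cannot be told apart from libraries with a disrupted copy whose transcript is still counted. Gene counts do not show where in the gene the reads lay. Brwd1 stood at percentile 61.9 of the segment genes for the change against Ts65Dn. A mislabelled set of libraries and a transcript still made from the disrupted copy both may explain this.

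For the genes that differed between Ts65Dn and euploid, the lowest Ts65Dn total of 21.2 M counts lay within the euploid range, the 10 most abundant genes took at most 7.28% of the counts, and 8536 genes passed with a GC-content offset. None of these technical differences is a likely cause of the whole pattern. The segment held 1.23% of the calls, so its extra copy is not enough by itself, although effects of its genes on others were not tested. A lower share of neurons in the Ts65Dn cultures would raise the markers of other cells, and the lowest adjusted p of 7 non-neuronal lists was 0.306 (camera, Benjamini-Hochberg). With fry, which does not compare with other genes, the lists for endothelium (Benjamini-Hochberg adjusted p = 4.03e-05), the oligodendrocyte lineage (0.00463), choroid plexus (0.0221) and astrocytes (0.0225) passed upwards and that for meninges downwards (0.0217). The cell cycle list, which marks dividing cells of any type and was not among the 7, rose with camera (3.28e-05, 12 of 12 genes). These lists decide little, since the tests differ in their calls. Of the 36 markers of the 7 lists at 10 CPM or more in euploid, however, 20 were higher and 9 (25%) lower in Ts65Dn past the threshold (edgeR quasi-likelihood, Benjamini-Hochberg), and they moved apart within single cell types. Among astrocyte genes the log2 fold change was -0.62 for Slc1a3 and -0.98 for Slc1a2, and 1.43 for Aqp4 and 0.79 for Gja1. A lower share of neurons alone would not lower the 9 markers that fell. From euploid to Ts65Dn, summed CPM fell for the glutamatergic (1316 to 602) and GABAergic lists (626 to 195). It rose for radial glia (4002 to 7352), endothelium (150 to 851), meninges (417 to 1015) and the oligodendrocyte lineage (394 to 664). Astrocytes (4465 to 5105) and microglia (30.5 to 48.3) also rose, while choroid plexus fell (384 to 270). A lower share of neurons as part of the pattern therefore stays open, as does a rise of single cell types or of dividing cells. A different mix of brain regions cannot be told apart from the genotype, since the diencephalon and midbrain list had few expressed genes and an adjusted p of 0.316 (camera, Benjamini-Hochberg). With fry it passed upwards in Ts65Dn (Benjamini-Hochberg adjusted p = 6.38e-05) and downwards in the libraries labelled Ts65Dn;Brwd1+/- against Ts65Dn (2.23e-05). The dopaminergic list passed upwards in Ts65Dn with fry (4.51e-05). Otx2 and Zic4 were among the largest rises of genes with a mean log2 CPM of at least 3. A difference in dissection may have contributed. A different mix of regions also stays open for the libraries labelled Ts65Dn;Brwd1+/-. Against euploid, their medians were 0.54 for GABAergic interneurons, 0.92 for striatal neurons and 0.02 for glutamatergic neurons.

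For the reversal, noise in the libraries shared by both contrasts gave at most 0.0132% in simulations. A departure unrelated to the Ts65Dn difference gave at most 31.0%, beside 78.1% observed. Neither is a likely cause of the whole reversal. Its origin stays open, since a peculiarity of the Ts65Dn cultures would give the same pattern, and 1126 genes (14.05% of those that differed) set euploid apart from both trisomic genotypes in the same direction. That Brwd1 copy number caused the reversal was not shown, because Brwd1 was not lowered and sex differed.

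Other splits of the 9 libraries into 3 groups of 3 were tried. Of 100 drawn from 280 possible splits, 1 gave as many genes as the genotypes, which was the real one, and the largest other split gave 4969 genes. For each pair of genotypes, 1 of the 10 splits of the 6 libraries gave as many genes, again the real one, and 10 splits are too few for a share under 0.1. The 9 other splits gave 0 genes each, with 68 to 320 genes at an unadjusted p under 0.05 for Ts65Dn against euploid, 33 to 136 for the libraries labelled Ts65Dn;Brwd1+/- against Ts65Dn and 58 to 952 for the latter against euploid. For euploid and Ts65Dn, whose numbers behave as pairs, 4 of the 10 splits part every pair, the real one included, and the others of these gave 0 genes.

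For the smaller SMARCA2/4 list of Ts65Dn, a lower enrichment or depth of its pooled libraries would spare the strongest euploid peaks. Of the top decile of euploid peaks 8.87% were found again, more than in the other deciles and still few, so lower enrichment cannot be told apart from a loss of binding without the depth of each library. A Ts65Dn peak was lacking for 96.7% of euploid peaks outside promoters and 97.8% at promoters, so the missing peaks were not at promoters alone. With so short a Ts65Dn list both shares had to be high, and they do not decide where binding was lost. The test fixed at first, within deciles of fold enrichment, gave an odds ratio of 0.631 (95% confidence interval 0.536 to 0.742) for a promoter peak being found again. Promoter peaks were thus found again less often than others of similar fold enrichment. Weaker peaks in the list are not a likely reason for its lower promoter share, since the difference was -25.4 percentage points at a fold enrichment of at least 4 and -33.1 at a q-value under 0.001. The test fixed at first, with the same number of top peaks (-13.9), removed no Ts65Dn peak and decides nothing. Merging peaks within 1 kb narrowed the gap, to 54.3% in euploid beside 46.5% in Ts65Dn, but it does not select peaks by strength. For the ATAC-seq lists, of the lowest decile of Ts65Dn peaks 11.6% were found in euploid, beside 99.6% of the highest, which is consistent with a lower enrichment or depth of the pooled euploid libraries. Whether the overlap of genes with changed SMARCA2/4 and changed ATAC-seq peaks follows from which genes have a euploid peak to lose cannot be told apart from a link between them. The odds ratio of 0.569 among genes with a euploid SMARCA2/4 and no euploid ATAC-seq peak decides nothing, because 1369 of those 1426 genes had lost every SMARCA2/4 peak. A biological difference between the genotypes stays open for each of these.

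Of the euploid SMARCA2/4 peaks, 97.3% had no Ts65Dn peak. This is a higher share than the study gave for altered sites. Of the euploid peaks absent in Ts65Dn, 2.81% were present in the list labelled Ts65Dn;Brwd1+/-. This is a lower share than the study gave for rescue. Of the ATAC-seq peaks gained in Ts65Dn, 35.7% were absent in the list labelled Ts65Dn;Brwd1+/-. That share was 66.1% at a fold enrichment of at least 4 and 51.3% with the same number of top peaks. Whether it is lower than the share the study gave depends on the setting. Overlap of pooled lists is another measure than a differential test per site, so these shares need not be equal.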
